A study of Mus musculus with 9 samples. Its data were reported in "GLI transcriptional repression regulates tissue-specific enhancer activity in response to Hedgehog signaling" (2020).

How the data were processed

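Acetylation of histone H3 at lysine 27 (H3K27ac), a chromatin mark of active promoters and enhancers, was profiled by MicroChIP-seq, a chromatin immunoprecipitation protocol for small cell numbers, in mouse forelimb buds at embryonic day 10.5 (33 to 34 somites). Each immunoprecipitation used the forelimb buds of a single embryo of mixed strain background. The series holds 9 libraries: 2 H3K27ac replicates and 1 input control for each of 3 genotypes, which are wild type (WT), Shh-/- and Shh-/-;Gli3-/-. Per the labels, libraries were amplified with 12 PCR cycles. Groups were taken from the sample titles. The genotype entry of the labels reads wild type for every sample, against the titles and the stated design, and was not used.

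The values analysed here are 3 peak lists, one per genotype, made by the authors with CisGenome 2.1.0 from reads aligned to the mouse build mm10. The labels attach each list to the first replicate of its genotype and do not say whether replicates were pooled, while the study's methods describe peak calling with 2 biological replicates. The lists hold no value per replicate, so the spread between replicates cannot be computed, and the depth of the libraries, the reads of the inputs and the aligner were not used here.

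The deposited lists give for each peak its start, end and width in steps of 50 bp, and 4 measurements. The score by which the authors ordered each list is the largest value of the peak caller's statistic in the peak, and its lowest value was 3.00 in each list. The deposited fold is on a log2 scale and is the largest log2 fold of immunoprecipitated over input reads in the peak, relative to the input of that genotype. The −log10 of the smallest Poisson p-value in the peak was also deposited by the authors, and it stops at 100, a value reached by 2380 WT, 4766 Shh-/- and 5147 Shh-/-;Gli3-/- peaks. The deposited false discovery rate (FDR, a q-value) reached 0.350 in the WT, 0.186 in the Shh-/- and 0.109 in the Shh-/-;Gli3-/- list. The lists thus extend beyond the FDR of 0.05 that the study used for differential tests. The study also gives an FDR below 0.05 for the called MicroChIP peaks of these genotypes, so the lists hold peaks beyond that threshold. All folds, FDRs and scores are the authors' own values, and they were used only to describe, rank or filter peaks within a list. Folds of different lists were not compared, because each is relative to another input.

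Peak lists were compared by overlap of at least 1 bp, computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Shares of peaks are given with Wilson 95% confidence intervals, which cover counting error over peaks and no variation between embryos. The interval of a ratio of 2 peak counts was derived from the Wilson interval of the corresponding share. No p-values were computed, because peaks are not replicates and each genotype has one list. As a background, the other list was shifted circularly 100 times by random distances within the span of peaks on each chromosome. To account for weak and narrow peaks being missed more often, shares among WT peaks absent from a mutant list were set beside 10000 random lists of WT peaks of the same size, matched on decile of fold and tertile of width. Their percentile describes these lists only. The same random lists served for clustering, measured as the share of peaks with another peak of the set within 100 kb.

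Genes were placed with GENCODE release M21 (basic set, GRCm38, the assembly of mm10), and GC content was read from the GRCm38 sequence. All peaks on assembled chromosomes lay within the chromosome lengths of that assembly. Peaks were called promoter peaks when they overlapped a window reaching 2 kb upstream and 1 kb downstream from the start of a protein-coding transcript. Coordinates are printed as the lists give them, and gene coordinates as in the annotation. The lists do not state whether positions are counted from 0 or from 1.

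Overlaps, classes and matched lists were tested on simulated data in which 200 of 25096 WT peaks were planted as absent from 1 list and present in the other. All of the planted peaks were recovered (100%), and their share lay at percentile 100 of the matched lists. The simulated mutant lists were made from the WT peaks themselves. This checks the computation only, and cannot show effects of differing peak widths.

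Before the data were examined, the grouping, the comparisons, 9 alternative settings for each overlap result and the rule for the named regions were fixed. The alternatives were 50% coverage of the tested peak, reciprocal 50% overlap, a gap of up to 500 bp, FDR below 0.01, log2 fold of at least 3, equal numbers of peaks, equal covered length, autosomes only, and a width of at least 500 bp. Alternatives chosen after seeing the data were FDR below 0.05, merging of peaks within 1 kb, equal numbers of 500 bp windows centred on the position of the largest statistic, Shh-/-;Gli3-/- peaks narrowed to the widths of Shh-/- peaks, matching on GC content, draws of genes made with these windows or narrowed peaks, WT peaks overlapped by no mutant peak that spans several WT peaks, and target genes without Gli1 and Ptch1. The named regions were 11 genes fixed in advance (Shh, Gli3, Gli1, Ptch1, Grem1, Hhip, Hand2, Hoxd11, Hoxd12, Hoxd13 and, as a control, Actb), 5 GLI-bound regions whose coordinates the study's methods give, and the 5 peaks with the highest fold in each of 5 overlap classes. A further gene of that list is not reported here and entered no comparison of named genes. A gene's peaks are those within 10 kb of its annotated span. The study compared reads of individual libraries with limma, which peak lists do not allow, and agreement between replicates was not computed here for the same reason.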

Results

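H3K27ac peaks were compared between forelimb buds of WT embryos, of Shh-/- embryos, which lack the Sonic hedgehog (SHH) ligand, and of Shh-/-;Gli3-/- embryos, which also lack GLI3, the main transcriptional repressor of the Hedgehog (HH) pathway in the limb. Each genotype was represented by 2 H3K27ac replicates and 1 input, and by a single peak list. None of the differences below could be set against the spread between replicates.

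The WT list held 25096 peaks covering 10.4 Mb, the Shh-/- list 32085 peaks covering 12.9 Mb, and the Shh-/-;Gli3-/- list 34641 peaks covering 17.1 Mb. The median peak width was 250 bp in the WT and Shh-/- lists and 300 bp in the Shh-/-;Gli3-/- list, and the mean widths were 413, 404 and 495 bp in that order. The lists also differed in how much of them passed an FDR of 0.05: 15268 WT peaks (60.8%), 23238 Shh-/- peaks (72.4%) and 28902 Shh-/-;Gli3-/- peaks (83.4%). The lists thus differed in size, width and stringency, and each of these properties affects the chance that a peak of another list is overlapped.

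The deleted genes were examined first. No list held a peak within 10 kb of Shh (chromosome 5, 28456815 to 28467256), so the loss of Shh could not be checked from the peaks. At Gli3 (chromosome 13, 15463251 to 15730026), all 3 lists held a peak over the promoter, which spanned 15462350 to 15466199 in WT, 15462150 to 15466049 in Shh-/- and 15462150 to 15467249 in Shh-/-;Gli3-/- limb buds. Within 10 kb of the gene there were 13 WT, 18 Shh-/- and 12 Shh-/-;Gli3-/- peaks, covering 7.05, 7.2 and 13.7 kb. Loss of Gli3 could therefore not be seen from the presence of peaks, and more of the region was covered in the double mutant.

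To ask how much of the WT acetylation landscape was detected without SHH, WT peaks were intersected with each mutant list. Of the WT peaks, 63.4% (15919 of 25096, 95% interval 62.8 to 64.0%) overlapped a Shh-/- peak and 70.8% (17764 of 25096, 70.2 to 71.3%) overlapped a Shh-/-;Gli3-/- peak. With circularly shifted lists the corresponding means were 0.985% and 1.16%. In the other direction, 48.4% of Shh-/- peaks (15527 of 32085, 47.8 to 48.9%) and 43.3% of Shh-/-;Gli3-/- peaks (14995 of 34641, 42.8 to 43.8%) overlapped a WT peak, against 0.790% and 0.813% with shifted lists. The mutant lists overlapped each other at 61.2% of Shh-/- peaks and 49.4% of Shh-/-;Gli3-/- peaks. At an FDR below 0.05, 74.9% of WT peaks overlapped a Shh-/- peak and 83.3% a Shh-/-;Gli3-/- peak. The alternative that moved the WT shares most was reciprocal 50% overlap, which lowered them to 39.9% in Shh-/- and 37.5% in Shh-/-;Gli3-/- and so reversed their order.

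Whether a WT peak was found in a mutant depended strongly on its fold over input. In the lowest decile of WT fold (log2 fold 2.05 to 2.21), 33.5% of peaks overlapped a Shh-/- peak and 44.9% a Shh-/-;Gli3-/- peak. In the highest decile (4.11 to 6.75), the shares were 99.8% and 99.9%. Of the 2510 WT peaks in that decile, 5 had no Shh-/- peak.

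**Figure D1:**
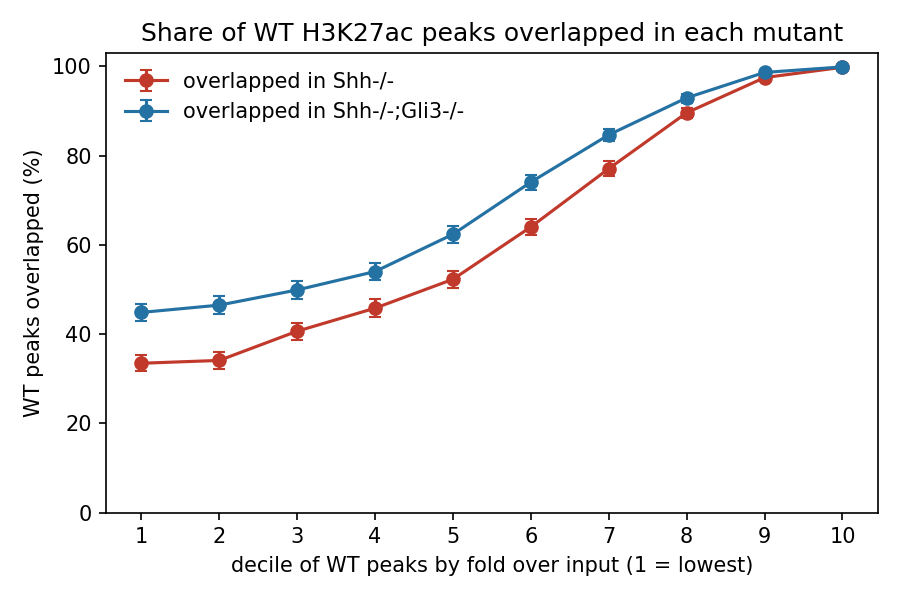
Share of WT H3K27ac peaks (percent, vertical axis) that overlap a Shh-/- peak (red) or a Shh-/-;Gli3-/- peak (blue), by decile of the authors' fold over input within the WT list (horizontal axis, 1 is the lowest). Bars are Wilson 95% intervals over peaks. The share rises from 33.5% to 99.8% for Shh-/- and from 44.9% to 99.9% for Shh-/-;Gli3-/-.

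Loss of GLI3 in addition to SHH tests whether acetylation missing in Shh-/- limb buds depends on GLI repression. WT peaks were therefore divided by their presence in the mutants: 14630 (58.3%) overlapped peaks of both mutants, 3134 (12.5%) overlapped a Shh-/-;Gli3-/- peak only, 1289 (5.14%) a Shh-/- peak only, and 6043 (24.1%) neither. Of the 9177 WT peaks without a Shh-/- peak, 34.2% (33.2 to 35.1%) overlapped a Shh-/-;Gli3-/- peak. In the mirror comparison, 17.6% (16.7 to 18.5%) of the 7332 WT peaks without a Shh-/-;Gli3-/- peak overlapped a Shh-/- peak. Both shares lay below all of 10000 matched random lists of WT peaks, whose medians were 51.2% and 38.9%: peaks missing from one mutant list were also more often missing from the other. The classes differed in strength within the WT list. Median log2 fold was 3.13 for peaks found in both mutants, 2.46 for those found in Shh-/-;Gli3-/- only, 2.44 for those found in Shh-/- only and 2.39 for those found in neither. In the same order, 79.7%, 42.6%, 37.9% and 29.6% of the peaks had an FDR below 0.05. Most peaks of every class but the first thus lay beyond the study's threshold, and some may be false calls.

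The ratio of WT peaks shared with Shh-/-;Gli3-/- only to those shared with Shh-/- only was 2.43 (2.28 to 2.59). It was 3.69 (1773 against 481 peaks) at an FDR below 0.05 and 2.18 with equal numbers of peaks. It was lower when the width of the peaks was equalised. With equal numbers of 500 bp windows, 3174 windows were shared with Shh-/-;Gli3-/- only and 3191 with Shh-/- only, a ratio of 0.995 (0.947 to 1.04). One window per peak also drops overlaps of wide mutant peaks that span several WT peaks, so this setting does not isolate peak width. With Shh-/-;Gli3-/- peaks narrowed to the widths of Shh-/- peaks it was 1.25 (1.18 to 1.32). The ratio was also below 1 with reciprocal 50% overlap (0.798) and with equal covered length (0.529), a setting that left 9365 Shh-/-;Gli3-/- peaks against 16846 Shh-/- peaks.

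**Figure D2:**
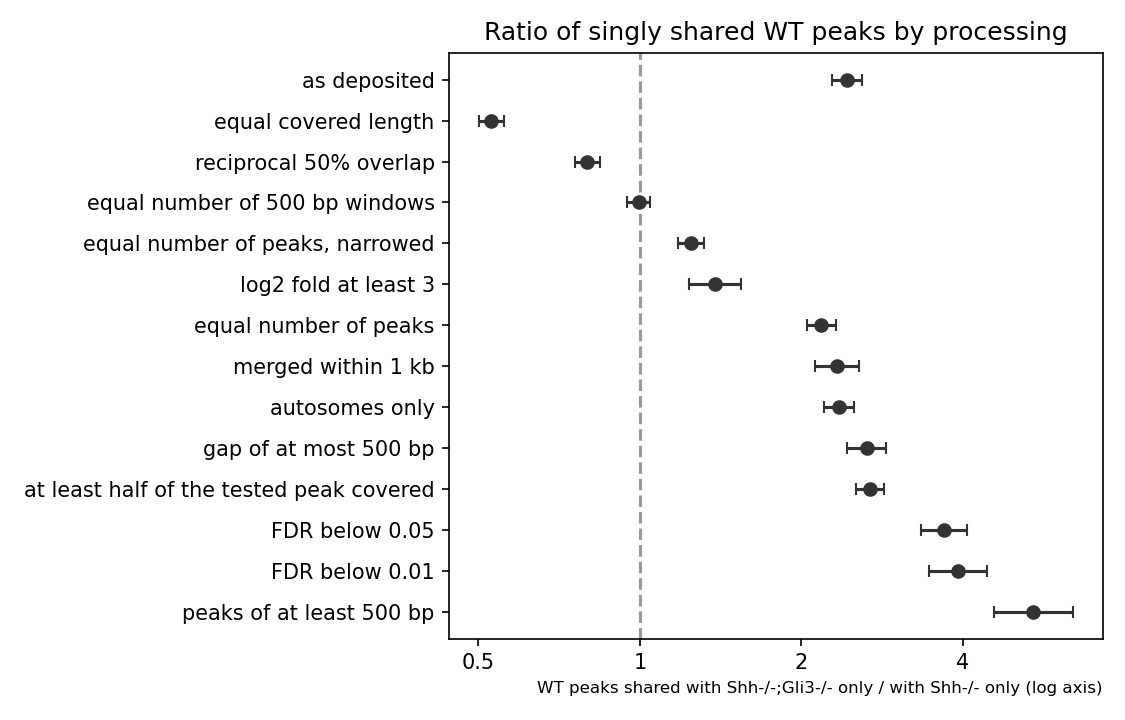
Ratio of WT peaks shared with Shh-/-;Gli3-/- only to WT peaks shared with Shh-/- only (horizontal log axis) for the lists as deposited and for 13 alternative settings (vertical axis). Points are ratios, bars are intervals derived from Wilson 95% intervals over peaks, and the dashed line marks a ratio of 1. The ratio is 2.43 as deposited, lies above 1 under 10 alternatives and below 1 under 3, and ranges from 0.529 to 5.41.

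The study also asked whether responsive regions cluster in the genome. From changes in signal by conventional ChIP-seq, it reported that HH-responsive peaks without GLI3 binding cluster together, compared with random peaks. Of the 9177 WT peaks without a Shh-/- peak, 70.9% (69.9 to 71.8%) had another such peak within 100 kb. The matched random lists had a median of 73.7% (range 72.2 to 75.1%), so these peaks were slightly less clustered than other WT peaks of like fold and width. The same held within 50 kb (57.1% against a median of 60.1%) and with equal numbers of peaks (73.6% against 76.1%). These values do not bear directly on the study's result, because absence from a peak list is another measure. The random lists were also not matched on promoter overlap, which differed between the classes of WT peaks.

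Promoter peaks made up 53.5% of the WT list, 48.6% of the Shh-/- list and 39.1% of the Shh-/-;Gli3-/- list. Among WT peaks, the promoter share was 73.1% (72.4 to 73.8%) for those found in both mutants, 52.8% (50.02 to 55.5%) for those found in Shh-/- only, 30.9% (29.3 to 32.5%) for those found in Shh-/-;Gli3-/- only, and 18.1% (17.1 to 19.1%) for those found in neither. At an FDR below 0.05 these shares were 78.9%, 63.0%, 36.7% and 22.0%, in the same order.

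Peaks were then examined at HH target genes. Gli1 (chromosome 10, 127329882 to 127341974, minus strand) had 6 WT peaks covering 1.5 kb, all between 127339500 and 127341999 at the 5′ end of the gene, and no peak in either mutant list. The strongest of them, from 127341500 to 127341999 over the promoter, had a log2 fold of 3.59. Ptch1 (chromosome 13, 63508328 to 63565735, minus strand) kept peaks in all lists. Its promoter peak spanned 3600 bp in WT (63562700 to 63566299) and 3750 bp in Shh-/-;Gli3-/- limb buds (63562550 to 63566299), while in Shh-/- limb buds the same region held 5 separate peaks of at most 750 bp. Peaks within 10 kb of Ptch1 covered 5.4 kb in WT, 1.75 kb in Shh-/- and 8.35 kb in Shh-/-;Gli3-/- limb buds.

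At Hand2 (chromosome 8, 57320983 to 57324633), 6 WT, 2 Shh-/- and 15 Shh-/-;Gli3-/- peaks covered 2.95, 1.5 and 8.35 kb. The 5′ Hoxd genes on chromosome 2 showed a similar order in covered length, but Hoxd12 and Hoxd11 did not in number of peaks. Hoxd12 had 9 WT, 2 Shh-/- and 9 Shh-/-;Gli3-/- peaks, and Hoxd11 had 16, 4 and 6. Around Hoxd13 (74668310 to 74671599), 2 WT and 7 Shh-/-;Gli3-/- peaks were found and no Shh-/- peak. Around Hoxd12 (74675013 to 74677705), peaks covered 2.85 kb in WT, 0.95 kb in Shh-/- and 15 kb in Shh-/-;Gli3-/- limb buds. Around Hoxd11 (74682323 to 74684168) they covered 6.45, 4.85 and 13.8 kb. The widest peak of the Shh-/-;Gli3-/- list, of 12050 bp, lay here from 74682100 to 74694149. There the WT list held a series of narrower peaks. This wide peak was counted whole for both Hoxd12 and Hoxd11 and makes up most of their double mutant coverage. It runs past the 10 kb around Hoxd12, where further WT and Shh-/- peaks were not counted for that gene. The Hoxd12 coverages are therefore not of one span, and their contrast is overstated. Hhip (chromosome 8, 79965853 to 80058006) had 4 peaks in the Shh-/-;Gli3-/- list, covering 0.65 kb, and none in the other lists. No list had a peak within 10 kb of Grem1 (chromosome 2, 113746164 to 113758646). The control gene Actb (chromosome 5, 142903115 to 142906754) had peaks in every list, covering 2.85 kb in WT, 3.3 kb in Shh-/- and 3.9 kb in Shh-/-;Gli3-/- limb buds. The larger coverage in the double mutant was thus also seen at the control gene, to a smaller extent. It was also seen over the whole lists, which covered 10.4 Mb in WT and 17.1 Mb in Shh-/-;Gli3-/- limb buds. Larger coverage at a gene is therefore not in itself specific to HH targets.

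**Figure D3:**
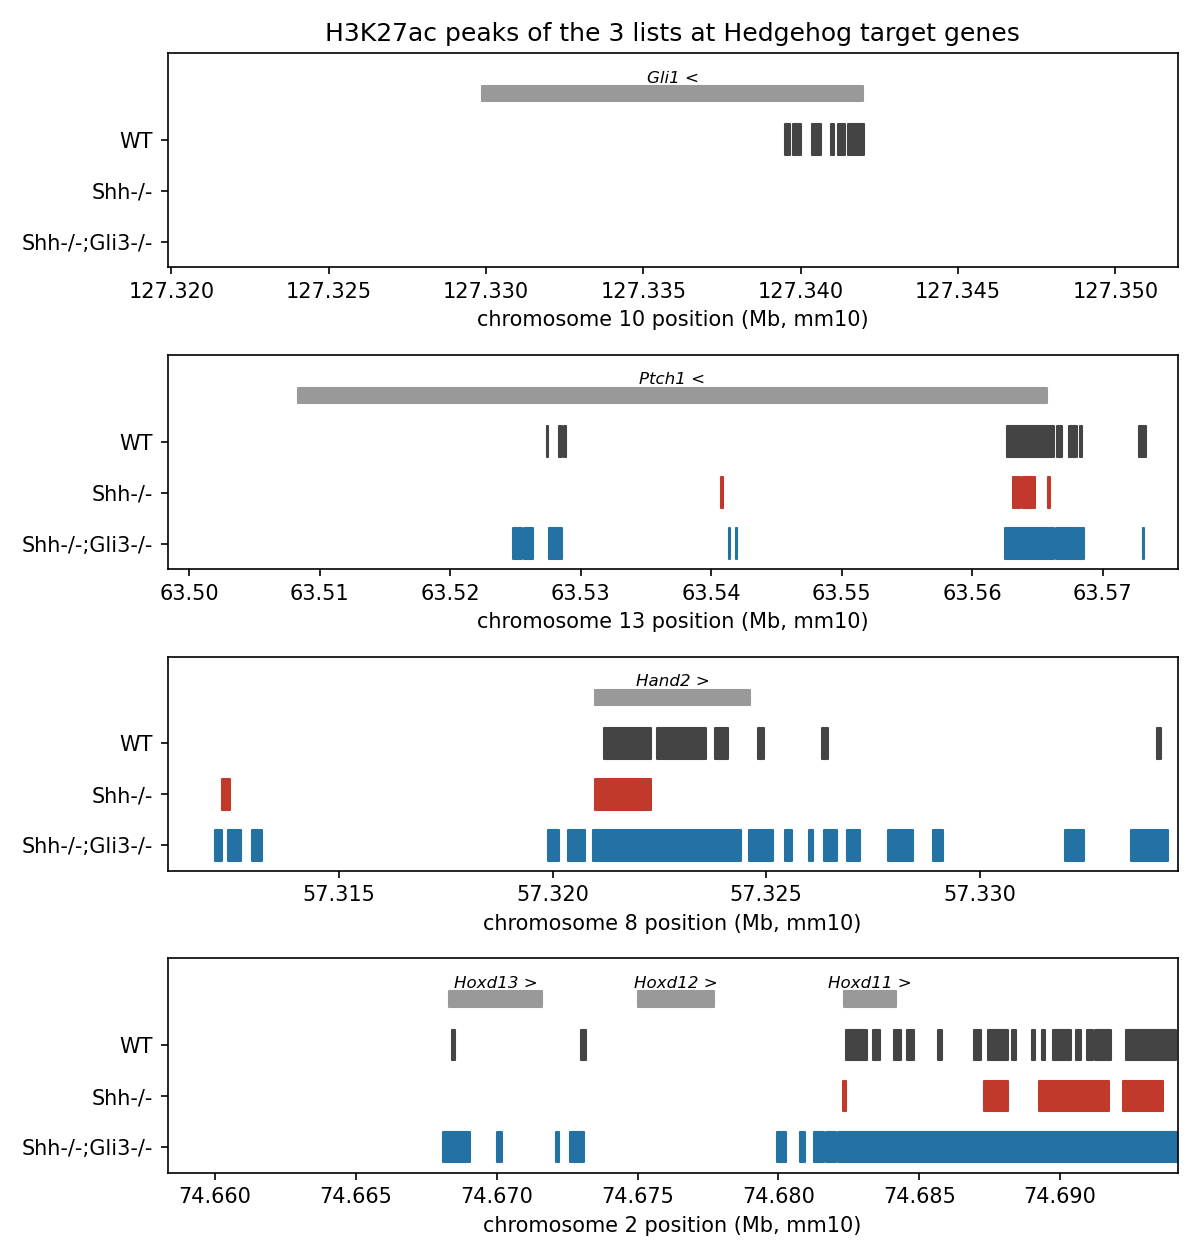
Peaks of the WT (dark grey), Shh-/- (red) and Shh-/-;Gli3-/- (blue) lists at Gli1, Ptch1, Hand2 and the genes from Hoxd13 to Hoxd11, drawn to scale by position (horizontal axis, Mb, mm10) within 10 kb of the genes. Light grey bars are annotated genes, with the direction of transcription beside the name. Gli1 has 6 WT peaks and none in either mutant, whereas at Hand2 the double mutant list has 15 peaks against 6 in WT and 2 in Shh-/-.

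All 5 GLI-bound regions fixed in advance overlapped a Shh-/-;Gli3-/- peak, 2 overlapped a WT peak and 0 overlapped a Shh-/- peak. The study had classed these regions as dependent on HH signalling, that is, acetylated in WT and without acetylation in Shh-/- limb buds by conventional ChIP-seq, so the lack of Shh-/- peaks follows at least in part from how they were chosen. With equal numbers of peaks these counts were 5, 2 and 0, and at an FDR below 0.05 they were 5, 1 and 0. The region near Grem1 held a Shh-/-;Gli3-/- peak on chromosome 2 from 113641350 to 113641549, in an intron of Fmn1 and 117 kb from the Grem1 transcription start, with a log2 fold of 2.38. The WT peaks lay on chromosome 1 (155212200 to 155212449 and 155212900 to 155213549, the latter over exon sequence of BC034090) and on chromosome 15 (86430500 to 86430699, in an intron of Tbc1d22a, FDR 0.208).

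The strongest peaks of the overlap classes were listed by fold. Among WT peaks shared with Shh-/-;Gli3-/- only, the highest log2 folds were 4.39 next to Hist1h4c (chromosome 13, 23698650 to 23699049), 4.33 over the coding exon of Sry (chromosome Y, 2663350 to 2663699), 4.25 next to the Mpc2 start (chromosome 1, 165460550 to 165460999), 4.05 in an intergenic region 19.2 kb from Shisal2a (chromosome 4, 108363100 to 108364199) and 4.03 in an intron of Hsd11b2 (chromosome 8, 105519900 to 105520499). The WT peak with the highest fold among those in neither mutant (4.26) lay on chromosome X from 103481800 to 103482699, within the 5′ part of the noncoding gene Xist. The other 4 of that class lay at or near Zmat3, Timm29, Zfhx2 and Calr4, with log2 folds from 3.75 to 4.13. Among WT peaks shared with Shh-/- only, the 5 highest, from 3.74 to 4.31, lay within 1.27 kb of the starts of Lpar2, Peg3, Igdcc4, Ftl1 and Sh3bgrl3. The 5 strongest peaks specific to the Shh-/- list, with log2 folds from 4.35 to 4.62, lay within 5.7 kb of the starts of Sept5, Casp9, Rab43, Fndc5 and Nfatc1. In contrast, the 5 strongest specific to Shh-/-;Gli3-/-, from 4.56 to 4.69, lay 27.9 to 451 kb from the nearest protein-coding start, which was that of Tshz1, Ccser1, Ppp1r9a, Veph1 or Ssh2.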

Values the study reported

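With conventional ChIP-seq on pooled limb buds, the study reported that 98.3% of H3K27ac peaks (58,720 of 59,729) were present in both WT and Shh-/- limb buds, and that 2,113 WT regions had reduced or lost acetylation without HH signaling. In the MicroChIP data, the study detected 207 of 349 HH-responsive GLI-bound regions (59%) and 5,211 of 5,715 Stable ones (91%). Of the detected HH-responsive regions, 183 of 207 (88%) kept or gained acetylation in Shh-/-;Gli3-/- limb buds, and 24 were reduced.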

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

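The settings FDR below 0.05, merging within 1 kb, 500 bp windows, narrowed peaks, GC matching, draws of genes with windows or narrowed peaks, leaving out Gli1 and Ptch1, and setting apart mutant peaks that span several WT peaks were chosen after seeing the data. No paired analysis was possible because each genotype has one list without values per replicate, although the labels give the genotypes the same replicate numbers. For the same reason, leaving out each replicate and the agreement of replicates were not run.

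The order of the WT shares (higher in Shh-/-;Gli3-/-) held under 10 of 13 settings. It reversed with reciprocal 50% overlap and with equal covered length, and the shares were nearly equal with 500 bp windows. Windows of one width removed the difference and narrowed peaks reduced it, but both settings also drop overlaps of wide mutant peaks that span several WT peaks, so they do not isolate peak width. For the other shifts the cause was not tested, except that stricter lists hold fewer of the weak peaks that overlap less often. The share of WT peaks overlapped in Shh-/- was 57.1% with 50% of the tested peak covered, 39.9% with reciprocal 50% overlap and 76.2% with a gap of up to 500 bp. It was 79.8% at FDR below 0.01, 74.9% at FDR below 0.05, 83.4% at log2 fold of at least 3 and 83.8% for widths of at least 500 bp. It was 59.7% with equal numbers (also with narrowed peaks), 52.3% with equal covered length, 65.3% after merging and 60.5% with 500 bp windows. For WT peaks overlapped in Shh-/-;Gli3-/-, the share was 66.7% with 50% coverage, 37.5% with reciprocal overlap and 81.2% with the gap. It was 87.9% at FDR below 0.01, 83.3% at FDR below 0.05, 85.6% at log2 fold of at least 3 and 94.0% for wide peaks. With equal numbers it was 66.7%, with equal covered length 45.1%, after merging 70.2%, with windows 60.5% and with narrowed peaks 61.9%.

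In the other direction, the share of Shh-/- peaks overlapped in WT was 39.8% with 50% coverage, 31.2% with reciprocal overlap and 63.4% with the gap. At FDR below 0.01 it was 52.8%, at FDR below 0.05 49.7%, at log2 fold of at least 3 54.1% and for wide peaks 67.6%. With equal numbers it was 56.7% (also with narrowed peaks), with equal covered length 71.7%, after merging 53.7% and with windows 59.1%. For Shh-/-;Gli3-/- peaks overlapped in WT, the share was 32.3% with 50% coverage, 27.2% with reciprocal overlap and 56.8% with the gap. At FDR below 0.01 it was 42.2%, at FDR below 0.05 39.8%, at log2 fold of at least 3 57.1%, for wide peaks 53.7% and on autosomes 44.0%. With equal numbers it was 55.0%, with equal covered length 90.5%, after merging 54.8%, with windows 56.9% and with narrowed peaks 53.9%.

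Of WT peaks without a Shh-/- peak, the share overlapped in Shh-/-;Gli3-/- was 35.8% with 50% coverage and 15.4% with reciprocal overlap. It was 53.6% at FDR below 0.01, 46.2% at FDR below 0.05, 48.6% at log2 fold of at least 3 and 77.7% for wide peaks. With equal numbers it was 32.5%, with equal covered length 17.0%, after merging 24.9%, with windows 32.0% and with narrowed peaks 27.6%. The mirror share, of WT peaks without a Shh-/-;Gli3-/- peak found in Shh-/-, was 18.5% with reciprocal overlap and 16.3% with the gap. It was 22.8% at FDR below 0.01, 18.9% at FDR below 0.05, 40.7% at log2 fold of at least 3 and 39.2% for wide peaks. With equal covered length it was 28.0%, after merging 12.4%, with windows 32.2% and with narrowed peaks 23.4%. It exceeded the share above with reciprocal overlap, equal covered length and, by little, windows.

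The ratio of singly shared WT peaks, 2.43 as deposited, was 2.69 with 50% coverage, 2.64 with the gap, 3.91 at FDR below 0.01, 3.69 at FDR below 0.05 and 5.41 for wide peaks. It was 2.18 with equal numbers, 1.38 at log2 fold of at least 3 and 1.25 with narrowed peaks. It was 0.995 with windows, 0.798 with reciprocal overlap and 0.529 with equal covered length. Autosomes alone (2.35) and merging (2.33) left it within its interval.

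The clustered share of WT peaks without a Shh-/- peak was 57.1% within 50 kb and 73.6% with equal numbers, below all matched lists in both. With a window of 1 kb either side of the start, the promoter share was 71.9% for WT peaks in both mutants, 29.0% for those in Shh-/-;Gli3-/- only and 16.1% for those in neither. With equal numbers it was 74.9% (both), 33.0% (Shh-/-;Gli3-/- only), 56.4% (Shh-/- only) and 20.7% (neither). At FDR below 0.05 it was 78.9%, 36.7%, 63.0% and 22.0% in the same order. The order of the classes was kept in these settings. Matching on fold alone moved the matched-list medians from 51.2% to 56.8% and from 38.9% to 45.9%, which left the observed shares below them, and adding GC content gave 50.4% and 37.9%.

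The lists carry no read depth. A WT peak without a mutant peak was not detected at the caller's threshold, which does not show that acetylation was absent, above all for the lower deciles of fold.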

Other observations

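Equal numbers of peaks, equal covered length, one fold threshold and autosomes alone were settings fixed before the data were examined, but they were taken up as tests of an explanation of the ratio only after the result was seen. The tests of HH target genes for the ratio, of GC content and sex for the X chromosome, of sex for the marker peaks, and both tests for the GLI-bound regions were likewise chosen only after the result was seen. The tests of peak width, of GC content for the ratio, of independence between peaks and of list size for the X chromosome were chosen after the lists and the ratio had been seen, but before their own values were. The tests that combine 500 bp windows or narrowed peaks with draws of genes, that set apart mutant peaks spanning several WT peaks, and that leave out Gli1 and Ptch1 were added last, after the values with windows and at these genes were known.

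More WT peaks were shared with the Shh-/-;Gli3-/- list alone than with the Shh-/- list alone (ratio 2.43). List size did not account for this, since the ratio was 2.18 with equal numbers of peaks, nor did the sex chromosomes, since it was 2.35 on autosomes. Peak width may account for part of it, since the ratio was 0.995 with equal numbers of 500 bp windows. One window per peak, however, also drops the overlaps of a wide mutant peak that spans several WT peaks. Among the 18354 WT peaks overlapped by no such mutant peak, the ratio was 1.76 with equal numbers of peaks and 1.44 (1.35 to 1.53) with windows, while among the other 6742 it went from 3.81 to 0.520. This split is made by the mutant peaks themselves, and the fall among the 6742 largely follows from it, so it does not separate the loss of overlaps by windows from an effect of peak width. As an excess was left among the 18354 peaks with equal numbers, spanning peaks may not be the whole cause. Narrowing the Shh-/-;Gli3-/- peaks to the widths of Shh-/- peaks left a ratio of 1.25 over all WT peaks and 1.54 among those 18354. Both lay above 1 by their intervals, but among the other 6742 the ratio was 0.842 (0.766 to 0.925), below 1. Width may not be the whole cause, but as the split is made by the mutant peaks, these values do not settle it. With equal covered length the ratio was 0.529, but this setting leaves far fewer Shh-/-;Gli3-/- peaks and decides nothing. With one fold threshold it was 1.38, and the folds are over different inputs. By GC content, the ratio was 3.71 in the GC-poor tertile of WT peaks, 2.08 in the middle tertile and 1.31 (lower bound 1.14) in the GC-rich tertile, so that the excess lay mainly in GC-poor regions. The study describes the WT embryos as littermates of the double mutants and states no such link for the Shh-/- embryos. A shared litter or processing could therefore also favour overlap of WT with the double mutant, and this was not tested. A genome-wide effect of losing GLI3 cannot be told apart from wider peaks, the fold threshold, GC content or litter in these lists. Wider peaks can themselves be biological or follow from deeper or cleaner libraries, and the lists do not separate these.

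The excess was larger near HH target genes, as a hypothesis of GLI3 repression at these genes would give. Of 79 WT peaks within 100 kb of the starts of 8 target genes (Gli1, Ptch1, Grem1, Hhip, Hand2, Hoxd11, Hoxd12 and Hoxd13), 34 (43.0%, 32.7 to 54.0%) were shared with Shh-/-;Gli3-/- only and 1 with Shh-/- only. Matched random lists had a median of 12.7% and a maximum of 26.6%. The 3 Hoxd genes share 17 of the 34 peaks, but without them the share was 45.9% (17 of 37 peaks). Peaks near one gene are not independent. When each of the 5 loci with WT peaks was replaced by a random gene with a similar number of WT peaks nearby, the pooled share had a median of 13.2% and a maximum of 36.8% over 10000 draws, so the observed share lay at percentile 100. The pools of genes held 30 to 1380 genes. The draws thus reused the same few genes for the smallest pool, and percentiles of these draws are coarser than their number implies. Width may account for part of the pattern. With 500 bp windows the share fell to 29.1% (23 of 79), at percentile 100 of the matched lists, whose maximum was 27.8%, and at percentile 99.99 of draws of genes made with windows, whose maximum was 29.7%. The windows also raised the number shared with Shh-/- only from 1 to 13. Of the 36 windows shared with one mutant, 63.9% (47.6 to 77.5%) were shared with Shh-/-;Gli3-/-, an interval that includes equal shares. Draws of genes with windows had a median of 36.4% for this measure, and the target genes lay at percentile 100. For the lists as deposited, the measure separated the target genes less: it was 97.1% (34 of 35 peaks) against a median of 81.8% and a 95th percentile of 95.8% in draws of genes, at percentile 95.3. With narrowed peaks it was 76.3% (60.8 to 87.0%), at percentile 99.96 of draws of genes. Adding GC content to the matching for the peaks as deposited gave a maximum of 29.1%. Over all WT peaks the share was 12.5% as deposited and 12.6% with windows. GLI3 repression at these genes remains a hypothesis, since the genes were fixed in advance but the distance and the test were chosen after their peaks had been seen, and no replicate check exists.

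Gli1 differed from Ptch1, Hand2 and the Hoxd genes within 10 kb of the gene, where its 6 WT peaks had no counterpart in either mutant list. Within 100 kb, 2 of its 13 WT peaks were shared with Shh-/-;Gli3-/- only and 6 were in neither mutant. Ptch1 had 7 of 11 WT peaks shared with Shh-/-;Gli3-/- only, and Hand2 had 5 of 7. The study reported reduced acetylation in the double mutant at GLI-bound regions associated with both Gli1 and Ptch1, as genes that need GLI activation. The Gli1 peaks within 10 kb go in that direction and the Ptch1 peaks do not, although presence and width of peaks around a gene are another measure than signal at single regions. Without both genes the share near HH target genes was 45.5% (25 of 55 peaks, 33.0 to 58.5%).

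At the 5 GLI-bound regions of the study's methods, all 5 had a Shh-/-;Gli3-/- peak while 2 had a WT peak. The study had classed these regions as dependent on HH signalling, so their lack of Shh-/- peaks follows at least in part from how they were chosen. List size and peaks beyond the study's FDR threshold did not account for the double mutant peaks. All 5 regions kept one with equal numbers of peaks and at an FDR below 0.05, where 2 and 1 had a WT peak. Neither setting equalises sensitivity: 60.8% of WT and 83.4% of Shh-/-;Gli3-/- peaks had an FDR below 0.05. As the study had classed these regions as acetylated in WT, a missing WT peak may reflect lower sensitivity of the WT list. Peak width was not tested for these regions, and 5 regions are too few to draw a wider inference.

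The X chromosome held 605 WT peaks (2.41% of the list), 697 Shh-/- peaks (2.17%) and 1458 Shh-/-;Gli3-/- peaks (4.21%). The ratio of Shh-/-;Gli3-/- to WT peaks was 2.41 on X, against 1.15 to 1.54 on the 19 autosomes. List size did not account for it: with equal numbers of peaks the ratio was 1.65 on X and 0.843 to 1.12 on autosomes. Across autosomes the ratio fell with GC content (Pearson's r −0.73, −0.75 without the 2 chromosomes farthest from the median GC, Spearman's rho −0.76, chromosomes of one pair of lists and not independent replicates). A fit of the log2 ratio on GC content gave a ratio of 1.67 for X, below the 2.41 observed, but X has a GC content of 39.3%, outside the autosomal range of 40.5 to 43.8%. Of the Shh-/-;Gli3-/- peaks on X, 63.1% overlapped no other list, against 43.5% on autosomes. Sex of the embryos is a further candidate explanation, since each replicate was a single embryo and the labels give no sex. The ratio of Shh-/- to WT peaks was 1.15 on X, slightly below its autosomal range of 1.18 to 1.36. The Y chromosome held 8 WT, 22 Shh-/- and 11 Shh-/-;Gli3-/- peaks. Of 4 Y-linked gene starts (Ddx3y, Uty, Kdm5d, Eif2s3y), 1 had a Shh-/-;Gli3-/- peak. So few peaks on Y settle nothing, and the excess on X cannot be told apart from the sex of the embryos.

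The marker peaks themselves differed between lists. The peak over the 5′ part of Xist, the noncoding RNA made from the inactive X chromosome of females (X, 103481800 to 103482699, log2 fold 4.26), was in the WT list only, while the Shh-/-;Gli3-/- list had a peak at 103482950 to 103483199. Of the 4 Y-linked starts, 3 had a Shh-/- peak, 1 a Shh-/-;Gli3-/- peak and 0 a WT peak, and of these 4 peaks only the Shh-/- peak at Eif2s3y had an FDR below 0.05 (0.0357). Yet the WT list had a strong peak over Sry on Y (log2 fold 4.33), shared with Shh-/-;Gli3-/- and absent from Shh-/-, which a WT list from females alone would not give. The markers may reflect the sex of the embryos, with a different mix of sexes among the genotypes and 3 Y-linked starts in the Shh-/- list against 0 in WT, but sequence shared between Y genes and their X copies, or Sry repeats, was not tested, and a few peaks cannot settle it.

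The share of WT peaks overlapped in Shh-/- was 63.4% here. That is lower than the share of peaks common to WT and Shh-/- limb buds quoted from the study above, which came from conventional ChIP-seq and another definition of presence.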
